A study of Homo sapiens with 6 samples. Its data were reported in "VGLL2 and TEAD1 fusion proteins identified in human sarcoma drive YAP/TAZ-independent tumorigenesis by engaging EP300" (2025).

How the data were processed

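ATAC-seq peak lists of 6 libraries from HEK293T cells were analysed, 2 each for cells transfected with GFP, VGLL2-NCOA2 or YAP5SA plasmids. Groups and replicate numbers were taken from the sample titles. Per the submitters' processing notes, fastp 0.20.0, Bowtie2 2.2.4, deepTools 3.5.1, ChIPseeker 1.30.3 and HOMER 4.11 were used besides Genrich, and the builds named were hg38 and mm10. The positions in the lists were those of hg38. According to the study's methods the authors called peaks with Genrich on each replicate separately, removed blacklisted regions and annotated peaks to genes with ChIPseeker. Because calls were made per library and no pooled list was used, replicates can be compared only by whether a peak was called.

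Each deposited peak has a signal value, which the authors' peak caller gives as the area under the curve of significance over the peak, and none was below 200. The deposited score was 1000 times the signal divided by the peak length, rounded and capped at 1000, with a largest difference from that formula of 0.5. The deposited −log10 p is the authors' significance at the summit. Because 31.0% to 82.7% of the scores were at the cap, peaks were ranked within a list by the same quantity before the cap. These values depend on each library's own background and depth, so peaks were ranked only within a list. Where −log10 p is set side by side across libraries, as for the genes on the plasmids, very high peaks (over 10) and the weakest GFP peaks, it describes the lists and is not a tested difference. Weakest called peaks had −log10 p of 4.15 and 3.95 in the GFP lists and 2.58 to 2.72 in the others, so the lists were not cut at a common significance. The lists give no read counts, so depth per library is unknown and no interval that needs it is given. Start and end positions were counted from 1. A blank row in each list was not used.

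Peaks sharing at least 1 bp were merged over all 6 libraries, and a region took the gene that most of its peaks were annotated to by the authors, or the nearest of these in a tie. A region was gained when both libraries of the first group and neither of the second had a peak in it, and lost in the reverse case. Gained and lost therefore describe peak calls and not amounts of accessible chromatin. The study tested differences on read counts, which the lists do not hold. Counts for the other 2 splits of each set of 4 libraries were made the same way. Overlap between comparisons was set against 100 simulated sets in which each region had a single calling probability, scaled to each library's number of regions, and against the overlap of independent lists. Region counts were set against the same simulated sets. The probability was estimated from the region's own 6 calls, so it holds part of any group effect. Libraries were then drawn independently, without features that some libraries share. Simulated counts are therefore a reference and not a calibrated null.

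For 15 gene lists (study TEAD targets, YAP/TAZ-TEAD signature, Hippo core, AP-1 family, CREB and immediate early, coactivators and remodellers, myogenic lineage, extracellular matrix and adhesion, BMP and TGF-beta response, neuronal lineage, p53 targets, interferon response, cell cycle, haematopoietic and constitutive genes) the net share was the number of gained minus lost regions over all regions of the list's genes. It was compared, two-sided, with 10000 random lists drawn with replacement from 25090 genes in bins of number of regions. Of the 10 bins planned, ties left 5. Adjustment was by Benjamini-Hochberg over 45 tests. The test was checked on simulated data with all 25093 genes, VGLL2, NCOA2 and YAP1 included. In lists of 22 genes simulated without an effect, 7% of 200 had p under 0.05 for VGLL2-NCOA2 against GFP, 4% for YAP5SA against GFP and 7% for VGLL2-NCOA2 against YAP5SA. Where 20% of the regions of such lists were made gained, 98%, 100% and 100% of 50 lists were recovered, with an unadjusted p under 0.05 and a share above random lists. The check used fewer random lists than the main test. It does not give the power after adjustment, for smaller effects or for smaller lists such as the 4 study TEAD targets.

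The gene lists, the tests, the rule for named genes and most alternatives were set before the data were examined. The rule named every region of VGLL2, NCOA2 and YAP1; the 4 study TEAD targets and signature members with a gained or lost region; the 10 gained and 5 lost regions with the highest support, the lower of the 2 within-list percentiles, 1 per gene with a symbol; the 5 genes with the smallest hypergeometric p among those with at least 3 gained and 0 lost regions; and members of lists that passed. VGLL2, NCOA2 and YAP1 were left out of the rankings of regions and genes. Some genes that the rule or a list would name are not reported here. Single members named beside the other lists, and regions gained in both comparisons, were chosen after their values were seen. Alternatives were coverage of 50% of a region, the higher-scoring 50% of each list, lists of equal length, a looser definition, leaving out each library, a replicate block, regions within or beyond 2 kb of a transcription start site, and Fisher's exact test. Leaving out both libraries that stood apart, a crossed pairing, 1 GFP library for each protein, matching of regions on width and chromosome class, the count of gained regions under the weakest GFP peak and the pathway tests were added after seeing the data. Motif searches were planned and not run, because no genome sequence was used here. Gene extents in the map came from RefSeq on GRCh38.p14, the assembly of hg38. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.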

Results

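ATAC-seq, in which the transposase Tn5 cuts and tags open chromatin, was performed in HEK293T cells, a human embryonic kidney line. The cells were transiently transfected with plasmids for GFP, for VGLL2-NCOA2 or for YAP5SA, with 2 libraries per group and 6 libraries in total. VGLL2-NCOA2 is a rhabdomyosarcoma fusion protein that joins the TEAD cofactor VGLL2 to the coactivator NCOA2. YAP5SA is a YAP1 mutant that LATS kinases can no longer inhibit through its serines. The deposited lists held 35052 and 35758 peaks for GFP, 34055 and 36721 for VGLL2-NCOA2, and 36569 and 33064 for YAP5SA, in replicates 1 and 2. Read depth is unknown because the lists hold no read counts. Merging all peaks gave 51416 regions, of which 20895 were called in all 6 libraries and 13191 in 1 library only. The GFP libraries shared 83.9% of the regions called in either, the VGLL2-NCOA2 libraries 64.1% and the YAP5SA libraries 66.0%. VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 stood apart from the rest, with median peak widths of 940 and 1128 bp against 709 to 755 bp in the other 4 libraries. Nothing in the labels says whether the 2 libraries of a group came from separate cultures, so what the spread between them measures is not known.

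The genes carried by the plasmids were examined first, as a check of the labels. At NCOA2, 8 regions between positions 70121243 and 70141469 of chromosome 8 (hg38) were called in both VGLL2-NCOA2 libraries and in none of the other 4. Their annotation was exon, 3′ UTR or promoter, and their −log10 p ranged from 13.5 to 20.7 over both libraries. At VGLL2, a region 2550 bp from the nearest transcription start site (chromosome 6, 117268108 to 117268821) reached −log10 p of 20.2 and 21.3 in the VGLL2-NCOA2 libraries. The only other call there was at 2.70 in YAP5SA replicate 2. At YAP1, 7 regions were called in both YAP5SA libraries with −log10 p over 10, and 6 of them were absent from the GFP and VGLL2-NCOA2 libraries. The NCOA2 promoter on chromosome 8 (70401592 to 70404796) was called in all 6 libraries, with −log10 p of 8.66 and 8.25 in the GFP lists. The 4 VGLL2-NCOA2 and YAP5SA libraries thus carried peaks that matched their labels. The GFP libraries had 0 regions with −log10 p over 10 at these genes, and no signal of the GFP plasmid itself was examined. The 22 regions annotated to VGLL2, NCOA2 and YAP1 were left out of the gene list tests and of the rankings of regions and genes but stay in the counts of regions.

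**Figure D1:**
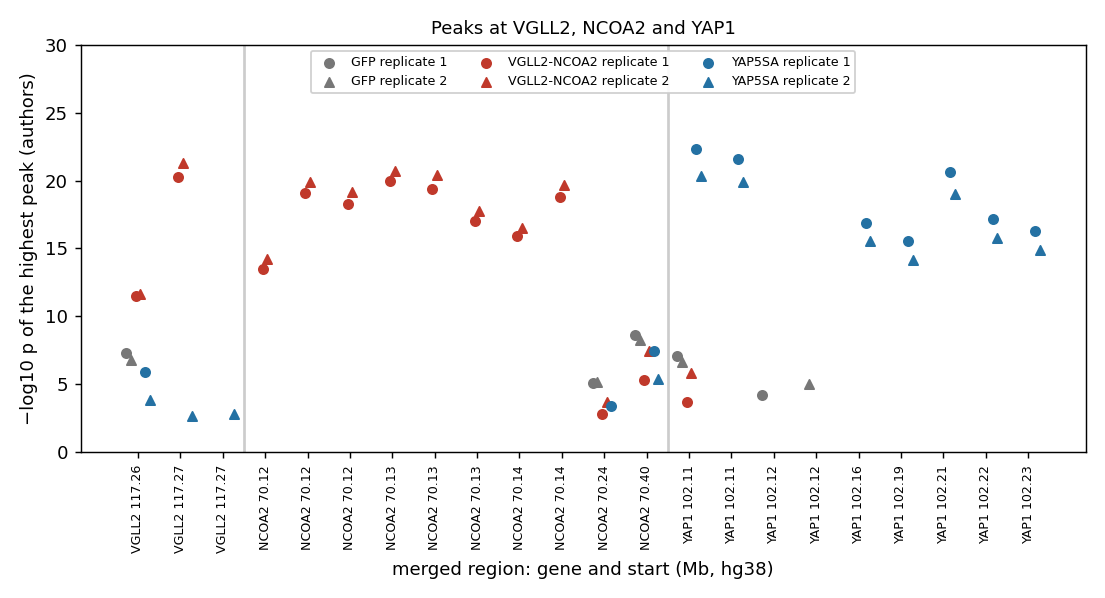
Authors' −log10 p of the highest peak in each merged region annotated to VGLL2, NCOA2 or YAP1 (x axis: gene and region start in Mb, hg38), with circles for replicate 1 and triangles for replicate 2 of each group. Regions at 13.5 and above are called in VGLL2-NCOA2 libraries at VGLL2 and NCOA2, and in YAP5SA libraries at YAP1.

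Which chromatin regions opened or closed with VGLL2-NCOA2 was asked by comparing its libraries with those of GFP. The promoter of ANKRD1, a cardiac ankyrin repeat gene and a standard TEAD target, was called in both VGLL2-NCOA2 libraries and in neither GFP library (chromosome 10, 90920976 to 90921971, −log10 p 4.29 and 5.38). A region at the 3′ end of CCN1, a matricellular protein gene, was gained in the same way (chromosome 1, 85583668 to 85585340). It lay 2205 bp from the nearest transcription start site in the authors' annotation, which is not the start of the gene's RefSeq extent. Peaks in the region of the CCN1 promoter were present in every library. They covered 3284 and 3427 bp in the VGLL2-NCOA2 libraries, over much of the gene, against 1532 and 1835 bp in the GFP libraries. The promoters of CCN2 (chromosome 6, 131949721 to 131952324) and AMOTL2 (chromosome 3, 134373066 to 134375815) were called in all 6 libraries and so were neither gained nor lost. Their peaks were also wider with VGLL2-NCOA2, at 2209 and 1970 bp against 1395 and 1540 bp for CCN2, and 2595 and 2554 bp against 1914 and 2213 bp for AMOTL2. Widths depend on the significance at which each list was cut, which differed between groups, and were not tested. ATF3, a stress-induced AP-1 family member, had 4 of its 10 regions gained and none lost, with weak peaks. At 3 of the 4, −log10 p was from 2.72 to 3.45 in both libraries, under the weakest peaks of the GFP lists (4.15 and 3.95).

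Among other members of the YAP/TAZ-TEAD signature, MYOF, NUAK2 and RBMS3 each had 1 intronic region gained with VGLL2-NCOA2 and none lost. ARHGEF17 had 1 gained and 2 lost, ASAP1 had 3 lost, and CCDC80 and IGFBP3 had 1 lost each. In all, 6 of the 86 regions of the 22 signature genes were gained and 7 lost, a net share of −1.16% against −0.56% in random lists matched on number of regions (two-sided permutation p = 0.832, adjusted p = 1). The signature lay above random lists without VGLL2-NCOA2 replicate 1 (9.64% against 5.40%), GFP replicate 1 (−2.33% against −2.996%) or GFP replicate 2 (0% against −1.92%). The 4 TEAD targets used by the study had 2 of 13 regions gained and none lost, a net share of 15.4% against −1.40% (permutation p = 0.069, adjusted p = 0.675). That list was chosen by the study in the same cell system and is not independent evidence of a direction. The AP-1 family had 5 of 34 regions gained and 2 lost (net share 8.82% against −1.86%, permutation p = 0.0698, adjusted p = 0.675), where 4 of the 5 gained regions lay at ATF3 and the other at FOS.

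Apart from the genes on the plasmids, and among genes with a symbol, the gained regions with the best rank in both VGLL2-NCOA2 lists were at TBC1D5, LOC105372988, OPRL1, LGR4, SHKBP1, ANKRD1, MTND1P22, ADGRA1, LINC02869 and INSR. The lower of their 2 within-list percentiles ranged from 78.6 to 86.4, apart from TBC1D5 at 99.97, where −log10 p was 10.5 and 10.9. The lost regions with the best rank in both GFP lists were at ZBTB16, SPOCK1, SLC7A14, SLC7A11-AS1 and PWWP2A, with percentiles from 75.9 to 84.9. Apart from the genes on the plasmids, most gained regions per gene, given the number of regions, were found at NXF1, an mRNA export factor (4 of 5), SLC38A1, a glutamine transporter (4 of 6), ATF3 and YWHAE (4 of 10 each) and ESYT2 (3 of 5). The 4 gained NXF1 regions lay side by side on chromosome 11 between 62794777 and 62803847, and ranked low (within-list percentiles from 0.44 to 38.7).

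Across the genome, 1522 regions were gained and 2877 lost with VGLL2-NCOA2. In 1048 of the gained regions (68.9%) both peaks had −log10 p under 3.95, the weakest of any GFP peak, and in 97.8% at least 1 had, as at CCN1 (3.40 and 5.31) but not at ANKRD1. Promoter regions within 1 kb made up 25.9% of the gained and 16.8% of the lost regions, and introns 31.3% and 36.5%. Of the regions called in all 4 libraries, which ranked higher (median percentile 54.3 against 12.8 for gained), 62.8% were promoter regions. The total of 4399 changed regions compared with 818 and 728 in the other 2 splits of the same 4 libraries, and 3 splits allow no share below 0.333. Only the real split sets the GFP lists, cut at a higher significance, against the others. The comparison of splits therefore cannot separate a group effect from that difference. Simulated libraries without a group effect, which are not a calibrated null, gave 1121 ± 32.8 gained and 1584 ± 36.3 lost regions (SD, 100 sets). With 1 library left in a group, both definitions need 1 library fewer, so gained and lost counts both rise by construction, though not equally. Without a VGLL2-NCOA2 library, gained needs 1 call fewer and lost needs 1 absence fewer. Without VGLL2-NCOA2 replicate 1 there were 4421 gained and 3384 lost regions, and without replicate 2 there were 6611 and 7306. Leaving out GFP replicate 1 or 2 gave 4837 or 4505 lost regions, and leaving out both libraries that stood apart gave 4836 gained and 3416 lost.

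YAP5SA was compared with GFP in the same way, as the reference for TEAD-driven accessibility. The ANKRD1 promoter (−log10 p 5.21 and 3.74) and the same CCN1 region (5.72 and 3.23) were called in both YAP5SA libraries and in neither GFP library. Peaks in the region of the CCN1 promoter covered 3204 and 3379 bp in the YAP5SA libraries, with the same limit on widths. CCN2 and AMOTL2 had no region gained or lost, and their promoter peaks were also wider than with GFP. RBMS3, an RNA-binding protein gene, had 2 of 11 regions gained, and MYOF, which encodes the membrane repair protein myoferlin, had 1 of 9 gained. SMAD7, an inhibitor of TGF-beta signalling, had 2 of 5 regions gained, and TGFBI, a TGF-beta-induced matrix gene, had 1 of 3.

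**Figure D2:**
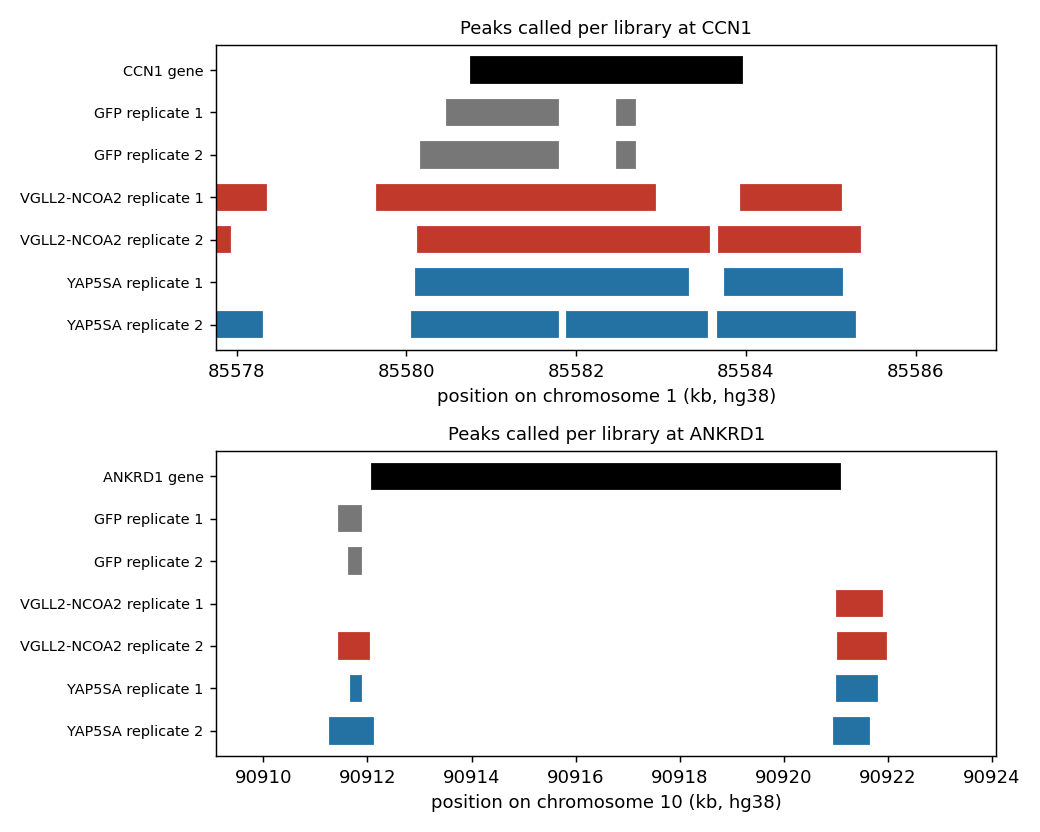
Peaks called in each library (colored bars, 1 row per library) around CCN1 and ANKRD1, with the extent of each gene in black and positions in kb (hg38). The region at the 3′ end of CCN1 and the ANKRD1 promoter region hold a peak in all 4 VGLL2-NCOA2 and YAP5SA libraries and in neither GFP library.

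For YAP5SA, 6 of the 86 signature regions were gained and 5 lost, a net share of 1.16% against −1.77% in matched random lists (two-sided permutation p = 0.444, adjusted p = 0.962). Without YAP5SA replicate 1 the share was below random lists (−6.17% against 4.05%). ASAP1 had 1 region gained and 4 lost, and CCDC80 had 1 lost. The 4 TEAD targets again had 2 of 13 regions gained and none lost (net share 15.4% against −2.24%, permutation p = 0.0609, adjusted p = 0.675). The BMP and TGF-beta response list had 3 of 47 regions gained and none lost, all at SMAD7 and TGFBI (net share 6.38% against −2.07%, permutation p = 0.0858, adjusted p = 0.675). None of these lists passed the test.

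Apart from the genes on the plasmids, and among genes with a symbol, the gained regions with the best rank in both YAP5SA lists were at YAP1P1, MIR30A, TBC1D5, NXPH2, ADCY9, TSEN15, MTND1P22, PTGIS, CORIN and VEPH1. YAP1P1 is a pseudogene of YAP1, and its region reached −log10 p of 23.6 in replicate 1. Peak edges at YAP1P1, MIR30A and TBC1D5 differed by a median of 2 bp between libraries of a group, against 146 bp at other gained regions, which had weaker peaks. From NXPH2 to VEPH1 the lower percentile ranged from 76.7 to 87.3, and the VEPH1 region was annotated as promoter (chromosome 3, 157499397 to 157499981). Lost regions with a high rank in both GFP lists included those at RN7SL815P, SCGB1D2, MIR4311 and PFDN1, with percentiles from 76.7 to 88.3. Apart from the genes on the plasmids, most gained regions per gene were at PTGDS and SVOPL (3 of 3 each), MIR5008 and NPM1 (4 of 12 each) and SLC38A1 (3 of 6). The 3 PTGDS regions lay side by side on chromosome 9 between 136974953 and 136979669, and were also called in VGLL2-NCOA2 replicate 1. Their within-list percentiles with YAP5SA ranged from 1.91 to 50.2, and the lowest were 0.853 at MIR5008 and 3.84 at NPM1.

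In all, 1411 regions were gained and 2902 lost with YAP5SA. In 892 of the gained regions (63.2%) both peaks were under the weakest GFP peak, and in 97.5% at least 1 was, as at CCN1 and ANKRD1. Promoter regions within 1 kb made up 29.2% of the gained and 14.4% of the lost regions, and introns 27.0% and 40.4%. Of the regions called in all 4 libraries, 62.9% were promoter regions. The 4313 changed regions compared with 767 and 797 in the other 2 splits, with the same limit from the unequal cut of the lists. Simulated libraries without a group effect, again not a calibrated null, gave 1102 ± 28.9 gained and 1608 ± 37.8 lost (SD, 100 sets). With definitions relaxed in the same way, without YAP5SA replicate 2 there were 4309 gained and 3424 lost regions, and without replicate 1 there were 6196 and 6795. Leaving out GFP replicate 1 or 2 gave 4904 or 4500 lost regions, and leaving out both libraries that stood apart gave 4696 gained and 3456 lost.

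To ask how far VGLL2-NCOA2 and YAP5SA affected the same regions, the changes of both against GFP were intersected. The ANKRD1 promoter, the CCN1 region, the intronic MYOF region (chromosome 10, 93445339 to 93445939) and an intronic RBMS3 region (chromosome 3, 29430358 to 29431149) were gained in both. So were 3 regions near SLC38A1, including an intronic one with −log10 p from 3.68 to 6.27 (chromosome 12, 46259929 to 46261407). In total 480 regions were gained in both, which is 31.5% of those gained with VGLL2-NCOA2 and 34.0% of those gained with YAP5SA. A further 1588 regions were lost in both, such as those at CCDC80 and at 3 places near ASAP1. Simulated sets of 6 libraries without any group effect gave 270 ± 13.3 regions gained in both and 558 ± 23.3 lost in both (SD, 100 sets). These sets are not a calibrated null, so the excess over them is not a test. Independent lists of these sizes, drawn from all 51416 regions, would share 41.8 gained and 162 lost regions. Only regions without a GFP call can be gained, and only regions called in both GFP libraries can be lost. These values are therefore too low as a reference for sharing. Both comparisons use the same 2 GFP libraries. With 1 GFP library for each protein, an alternative chosen after seeing the data, the same 480 and 1588 regions are shared by definition. Independent lists drawn from all regions would share 68.0 to 69.2 gained and 416 to 422 lost, again too low a reference. Regions gained with one protein and lost with the other, which this alternative allows, numbered 178 and 134 in its 2 pairings. The simulated sets gave 534 ± 22.3 and 533 ± 19.2 (SD). Such a region must be called in exactly 1 GFP library, and the GFP libraries shared 83.9% of their regions. Simulated libraries were drawn independently, so the lower observed counts can come from the agreement of the GFP libraries. They do not show that the proteins changed regions in the same direction. A deviation common to both GFP libraries would still count in both comparisons. Without VGLL2-NCOA2 replicate 1 the count gained in both was 854, and without YAP5SA replicate 2 it was 894. Without GFP replicate 1 or 2 the count lost in both was 3114 or 2821, and without both libraries that stood apart 1985 were gained in both.

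The 2 proteins were then compared directly, without the GFP libraries. ATF3 had 3 regions called in both VGLL2-NCOA2 libraries and neither YAP5SA library. By the authors' annotation 1 was a promoter region (chromosome 1, 212613523 to 212614450), 1 lay 1169 bp from a transcription start site and 1 was in the 3′ UTR. The start site behind the promoter label need not be the gene's first, since an ATF3 region annotated as intronic lay at 212579395 to 212580461. A CCN2 region 14860 bp from the transcription start site (chromosome 6, 131966232 to 131967009) showed the same pattern but was also called in GFP replicate 2. A region in the INSR gene, which encodes the insulin receptor, was called with VGLL2-NCOA2 alone (chromosome 19, 7159561 to 7159891). In the other direction, regions at NXPH2, CORIN and VEPH1 and 1 RBMS3 intron region (chromosome 3, 29693946 to 29694255) were called with YAP5SA alone. MYOF and NUAK2 each had 1 region called with VGLL2-NCOA2 and not with YAP5SA, and the MYOF region was also called in GFP replicate 1.

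Apart from the genes on the plasmids, and among genes with a symbol, the best-ranked regions called with VGLL2-NCOA2 and not with YAP5SA were at ASB5, ADAM12, RNU6-1211P, PPP4R1, INSR, HSD52, ANXA2, LOC101927888, RAI14 and RNU6-261P. Of these 10, only INSR and HSD52 had no peak in either GFP library, and 6 were called in both. With the same genes left out, the best-ranked regions called with YAP5SA and not with VGLL2-NCOA2 were at YAP1P1, MIR30A, NXPH2, OPALIN and CORIN. With the genes on the plasmids left out, genes with most regions called with VGLL2-NCOA2 and not with YAP5SA, given the number of regions, were TCEANC (3 of 4), CBR3-AS1 (3 of 5), ME3 (3 of 6), ATF3 and DST (3 of 10 each). GFP peaks lay in all 3 of these regions at CBR3-AS1, in 2 of 3 at TCEANC and ME3, and in 0 at ATF3 and DST. Of the 86 signature regions, 3 were called with VGLL2-NCOA2 only and 1 with YAP5SA only (net share 2.33% against 1.01% in random lists, two-sided permutation p = 0.557, adjusted p = 1), and the share was below random lists without VGLL2-NCOA2 replicate 2 (0% against 7.69%) or YAP5SA replicate 2 (−7.14% against −3.69%). For the 4 study TEAD targets these counts were 1 and 0 of 13 (7.69% against 0.835%, permutation p = 0.31, adjusted p = 0.929).

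In total 1185 regions were called with VGLL2-NCOA2 only and 927 with YAP5SA only, of these 2 proteins and whatever the GFP calls. Simulated libraries without a group effect gave 1337 ± 29.2 and 1289 ± 33.5 (SD, 100 sets). They are not a calibrated null, so counts below them do not show that the proteins differ less than by chance. The split that set VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 against the other 2 libraries gave 974 and 2413 regions, a total of 3387 against 2112 for the real groups. The other mixed split gave 427 and 397 regions, a total of 824. The real total thus lay between those of the mixed splits, and below the one that groups the libraries that stood apart. Counts with a library left out are raised by construction, as above. Leaving out VGLL2-NCOA2 replicate 1 or 2, or YAP5SA replicate 1, gave 4125, 5316 and 3263 regions with VGLL2-NCOA2 only. Leaving out VGLL2-NCOA2 replicate 2, or YAP5SA replicate 1 or 2, gave 3593, 4804 and 3884 regions with YAP5SA only. Leaving out both libraries that stood apart gave 5141 and 4950.

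**Figure D3:**
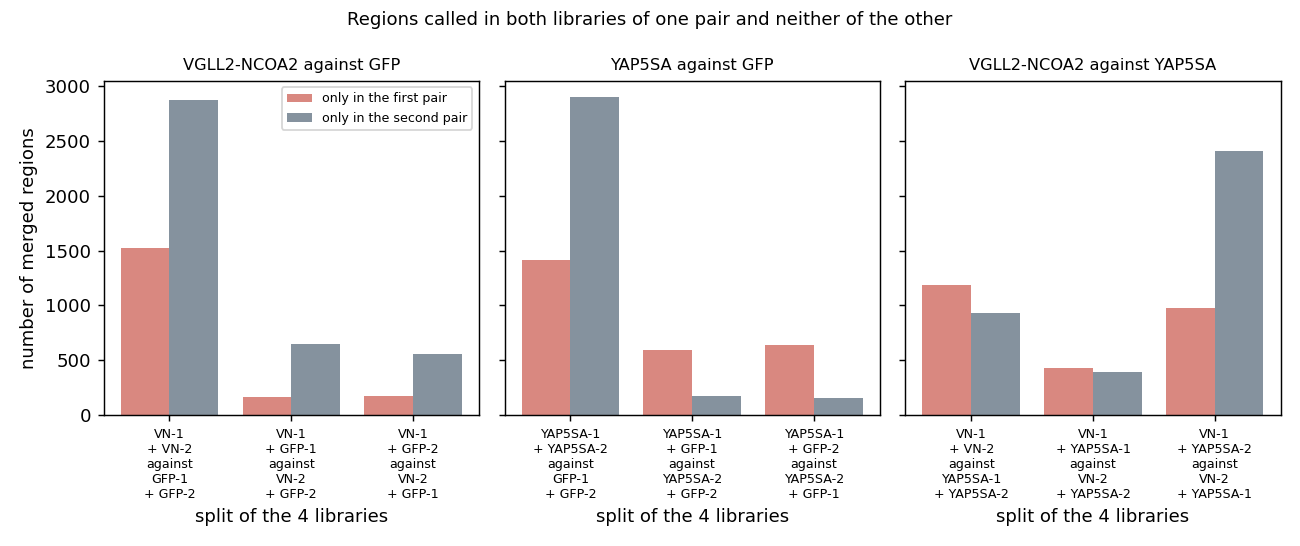
Number of merged regions called in both libraries of one pair and neither of the other, for the real groups (left in each panel) and the other 2 splits of the same 4 libraries (VN, VGLL2-NCOA2). The real groups give 4399 and 4313 changed regions against GFP, more than the other splits, whereas the VGLL2-NCOA2 against YAP5SA panel has its highest total, 3387, in a split that mixes the groups. Against GFP, only the real groups separate lists cut at different significance.

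The remaining gene lists described other pathways and cell identities. Hippo core genes, the kinases and scaffolds that restrain YAP and their TEAD partners, had 4 regions gained and 4 lost of 88 with VGLL2-NCOA2, and 1 and 3 with YAP5SA. VGLL4, a TEAD cofactor, had 2 regions gained with VGLL2-NCOA2, and STK3 had 2 lost. The CREB and immediate early list had 2 gained and 1 lost of 51 with VGLL2-NCOA2, both gains at the phosphatase gene DUSP1, and 1 and 1 with YAP5SA. Coactivator and remodeller genes had 3 gained and 3 lost of 59 with VGLL2-NCOA2, and 2 and 4 with YAP5SA, with NCOA1 and KAT2B losing 1 region under each protein. Myogenic genes had 0 gained and 3 lost of 40 with VGLL2-NCOA2, and 1 gained and 2 lost with YAP5SA, with MEF2C and EYA1 losing 1 region under each protein. Extracellular matrix and adhesion genes had 0 gained and 2 lost of 60, and 2 and 2. The BMP and TGF-beta list had 2 gained and 0 lost of 47 with VGLL2-NCOA2, at ID1 and TGFBI.

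Neuronal-lineage genes had 0 gained and 2 lost of 27 regions with VGLL2-NCOA2, and 0 and 0 with YAP5SA. The p53 target list had 2 gained and 0 lost of 33 with VGLL2-NCOA2, at BBC3 and SESN1, and 1 and 0 with YAP5SA, at CDKN1A. Interferon response genes had 0 and 0 of 23, and 0 gained and 1 lost with YAP5SA. Cell cycle genes had 1 gained and 2 lost of 47, and 0 and 2, with CDK1 and CDK6 losing 1 region each under both proteins. Haematopoietic genes, a control for other cell types, had 0 gained and 1 lost of 10, and 1 and 1. Constitutive genes had 2 gained and 1 lost of 35, and 2 and 0. The AP-1 list had 1 gained and 0 lost with YAP5SA. Of the 15 lists, 0 had an adjusted p under 0.05 in any of the 3 comparisons by the matched random list test with Benjamini-Hochberg adjustment over 45 tests, and 0 had an unadjusted p under 0.05. The lowest unadjusted p between VGLL2-NCOA2 and YAP5SA was 0.0719, for the myogenic list (0 regions called with VGLL2-NCOA2 only and 2 with YAP5SA only).

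The distribution of peaks over gene features was compared last. Promoter peaks within 1 kb of a transcription start site made up 49.6% ± 0.38 of peaks with GFP, 52.3% ± 2.51 with VGLL2-NCOA2 and 53.4% ± 2.86 with YAP5SA (SD, n = 2 each). Distal intergenic peaks made up 17.8% ± 0.051, 15.5% ± 1.15 and 15.6% ± 0.943, and intronic peaks 19.0% ± 0.309, 16.9% ± 2.05 and 15.7% ± 2.23. The difference in promoter share was 2.78 percentage points for VGLL2-NCOA2 and 3.86 for YAP5SA against GFP, with an exact two-sided permutation p of 0.333 for each, the smallest that 2 against 2 libraries allow. VGLL2-NCOA2 and YAP5SA differed by less than the spread between replicates (exact permutation p = 0.667). The highest promoter shares, 54.1% and 55.5%, were in VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2, the libraries with the widest peaks.

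**Figure D4:**
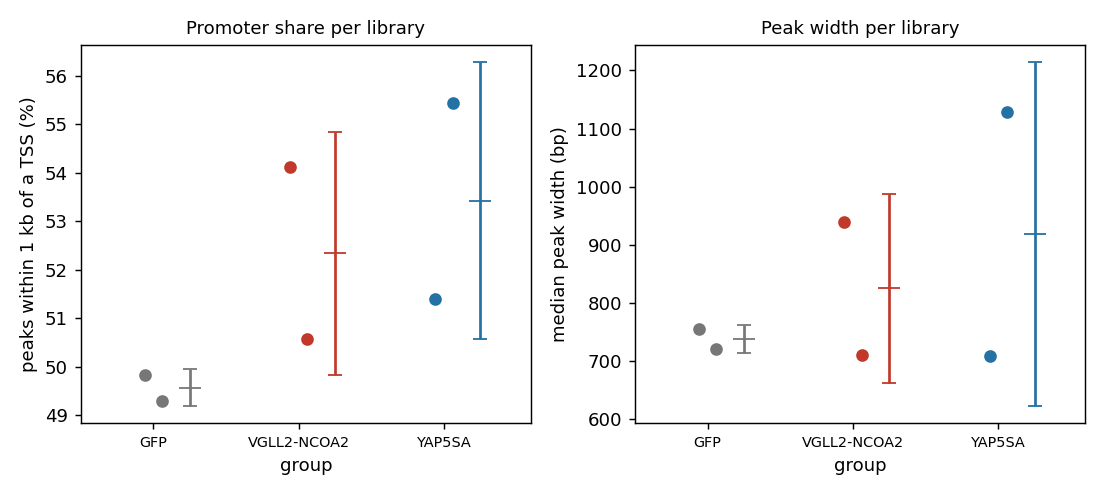
Share of peaks within 1 kb of a transcription start site in percent (left) and median peak width in bp (right), with a point per library and the mean ± SD of each group beside it (n = 2); neither vertical axis starts at 0. VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 are highest in both panels.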

Values the study reported

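For ATAC-seq peaks in cells expressing VGLL2-NCOA2, the study reported 50.57% in promoters within 1 kb, 6.59% in promoters at 1–2 kb, 18.39% in introns and 21.35% in distal and intergenic sequence. For YAP5SA it reported 51.4%, 6.89%, 17.28% and 21.26% in the same classes.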

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

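In this part, the tests of peak edges and of unmatched distance to shared regions were set before their results were seen, and the others were chosen after.

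Outside VGLL2, NCOA2 and YAP1, 6 regions had −log10 p over 10 in both libraries of VGLL2-NCOA2 or YAP5SA and no peak over 10 in the GFP libraries, a value that the comparisons of calls do not use. At TBC1D5 (chromosome 3, 17401886 to 17402324, intron) it reached 10.9 with VGLL2-NCOA2 and 18.6 with YAP5SA, at MIR30A 17.5, at YAP1P1 23.6 and at ENSG00000236080 12.8, all 3 with YAP5SA. ENSG00000254422 reached 21.3 with YAP5SA, and its region lies within the RefSeq extent of YAP1. The EEF1A1 promoter region reached 20.1 with VGLL2-NCOA2 and was at 9.17 and 8.83 in the GFP lists.

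The first pattern weighed is this group of peaks at TBC1D5, MIR30A and YAP1P1. Peak edges there differed by a median of 2 bp between the 2 libraries of a group, against 146 bp at the other gained regions, with 73 bp the largest difference at the 3 genes. This rests on 8 edges. The other gained regions had weaker peaks and were not matched on strength, so the comparison cannot separate the source of the reads from peak strength. At 30 edges of regions of VGLL2, NCOA2 and YAP1 the median was 0.5 bp. Those peaks are both strong and at genes on the plasmids, so they do not separate these either. The YAP1P1 region was called in both YAP5SA libraries and 0 of the other 4, as 6 YAP1 regions were, and ENSG00000236080 overlaps YAP1P2, another YAP1 pseudogene. Reads from DNA of the introduced constructs, and at YAP1P1 reads of the YAP1 construct shared with its pseudogene, may account for these peaks. The plasmid sequences were not analysed here, and a change in chromatin at TBC1D5 or MIR30A was not tested otherwise and stays open.

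The second pattern is that VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 stood apart from the other libraries. Exchanged labels are argued against, since VGLL2-NCOA2 replicate 1 had 8 NCOA2 regions with −log10 p over 10 and YAP5SA replicate 2 had 0. Regions called in these 2 libraries alone (907) lay within 5 kb of a region shared by all 6 libraries in 47.9%, against 33.2% for the 542 regions called in VGLL2-NCOA2 replicate 2 and YAP5SA replicate 1 alone, a difference of 14.6 percentage points. The 907 regions were also wider (median 1543 against 538.5 bp) and lay more often on chromosomes 16, 17, 19 and 22 (32.5% against 16.8%). Matched on both, the difference was 3.20 points (permutation p = 0.639). Broader signal would itself give wider regions, so matching on width can remove what the test looks for. Among the wider classes, 191, 82 and 164 of these regions were set against only 10, 8 and 5 of the others. Regions in a class without a counterpart were left out. Whether broader and weaker signal spreads around strong peaks therefore stays open. The design gives no biological grouping of these 2 libraries, so no biological explanation was tested.

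The third pattern is that more regions were lost than gained against GFP for both proteins, whereas the study describes more sites that opened than closed, from read counts. The direction turned with the looser definition (9267 gained against 6373 lost with VGLL2-NCOA2, 8741 against 6428 with YAP5SA), without VGLL2-NCOA2 replicate 1 (4421 against 3384) or YAP5SA replicate 2 (4309 against 3424), and without both (4836 against 3416 and 4696 against 3456). It held without GFP replicate 1 (1911 against 4837 with VGLL2-NCOA2, 1793 against 4904 with YAP5SA) and in the other alternatives, such as the replicate block (6184 against 7443, 5876 against 7251). With 1 protein library, gained rests on 1 call while lost still needs both GFP calls, so that turn may come in part from the definition. Under the same definition the direction did not turn without VGLL2-NCOA2 replicate 2 (6611 against 7306) or YAP5SA replicate 1 (6196 against 6795). The turn thus also depends on which library was left out. The looser definition favours the group whose libraries share fewer regions, here 64.1% and 66.0% against 83.9% for GFP. Compared library by library, VGLL2-NCOA2 replicate 2 and YAP5SA replicate 1 had gained shares of 47.3% to 51.1% among changed regions against either GFP library, and VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 had 41.6% to 43.3%. Unequal detection of peaks and a true excess of closed regions cannot be told apart, since the 4 pairs with the first 2 libraries fell on both sides of 50% and GFP replicate 1 against replicate 2 gave 45.7%. Simulated libraries without a group effect also had more regions lost than gained (1584 against 1121 for VGLL2-NCOA2, 1608 against 1102 for YAP5SA), with an excess smaller than the observed 2877 against 1522 and 2902 against 1411. Since they are not a calibrated null, this difference in excess is not a test.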

How the results depend on the processing

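Leaving out both libraries that stood apart and the crossed pairing were chosen after seeing the data. The 15 gene lists gave 0 adjusted p under 0.05 under every alternative run, in all 3 comparisons except for the crossed pairing, which covers only that between the proteins, the lowest being 0.0787, for the study TEAD targets with coverage of 50% of a region. Of the 45 list results, 23 to 39 kept their direction relative to random lists under an alternative run on all comparisons. Region counts stayed within 1.5 times under that coverage and in lists of equal length. In the higher-scoring 50% of each list, 1312 regions were lost with VGLL2-NCOA2, 890 gained and 1176 lost with YAP5SA and 277 gained in both, and promoter shares were 66.1% for GFP, 65.0% for VGLL2-NCOA2 and 68.6% for YAP5SA. The looser definition gave 9267 gained and 6373 lost with VGLL2-NCOA2, 8741 and 6428 with YAP5SA, 8154 with VGLL2-NCOA2 only, 7573 with YAP5SA only and 3258 gained in both, which its construction raises. Leaving out 1 library, where the other alone defines the group and counts rise by construction, gave 1911 to 6611 gained and 3384 to 7306 lost with VGLL2-NCOA2, 1793 to 6196 and 3424 to 6795 with YAP5SA, 1585 to 5316 with VGLL2-NCOA2 only, 1327 to 4804 with YAP5SA only and 652 to 894 gained in both. Without both libraries that stood apart, 4836 regions were gained with VGLL2-NCOA2 and 4696 with YAP5SA, against 3416 and 3456 lost, 5141 were called with VGLL2-NCOA2 only, 4950 with YAP5SA only and 1985 were gained in both. The replicate numbers did not pair the libraries, with correlations of deviations of 0.007 (GFP and VGLL2-NCOA2), −0.001 (GFP and YAP5SA) and −0.181 (VGLL2-NCOA2 and YAP5SA). The replicate block, as a mean over both numbers, gave 6184 gained and 7443 lost with VGLL2-NCOA2, 5876 and 7251 with YAP5SA, 7569 with VGLL2-NCOA2 only, 7453 with YAP5SA only and 1507.5 gained in both. Regions lost in both were 592 in the higher-scoring 50%, 4283 with the looser definition, 4358.5 with the block and 1756 to 3114 leaving out 1 library. The crossed pairing gave 6287.5 and 6171.5 for VGLL2-NCOA2 only and YAP5SA only. The net share of the YAP/TAZ-TEAD signature, relative to random lists, changed direction without passing the test. Against GFP with VGLL2-NCOA2 it was 3.49% with coverage of 50%, 0% in the higher-scoring 50% and within 2 kb, 10% without both libraries that stood apart and −4.88% to 9.64% leaving out 1 library, and its gained share was 6.98% in Fisher's exact test. For YAP5SA it was −1.92% in the higher-scoring 50%, 1.16% with the block and −6.17% to 11.9% leaving out 1 library. Between the proteins it was −5.77% in the higher-scoring 50%, 1.16% with the looser definition, the block and the crossed pairing, −1.25% without both libraries and −7.14% to 8.43% leaving out 1 library. The study TEAD targets were above random lists against GFP in every alternative, and between the proteins at 0% in the higher-scoring 50% and within 2 kb. Unless stated, the cause was not tested. The planned motif alternatives (a wider window, a longer TEAD consensus and lost regions as background) were not run. Depth is unknown and limits which weak peaks could be called.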

Other observations

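Pathway names given with the genes in the lists were tested after seeing the data, with the same random list test on 311 KEGG pathways of 15 to 300 genes. The Hippo signaling pathway had 27 regions gained and 18 lost of 500 with VGLL2-NCOA2 (152 genes, net share 1.8% against −1.20% in random lists, permutation p = 0.0424, adjusted p = 0.733), and 19 gained and 16 lost with YAP5SA (0.6% against −2.06%, permutation p = 0.0693, adjusted p = 0.751). The MAPK signaling pathway had 33 regions called with VGLL2-NCOA2 only and 5 with YAP5SA only (262 genes, net share 3.61% against 0.807%, permutation p = 0.0004, adjusted p = 0.124). RNA transport genes had 10 gained and 1 lost of 306 with VGLL2-NCOA2 (permutation p = 0.0013, adjusted p = 0.327) and 8 and 0 with YAP5SA (permutation p = 0.0017, adjusted p = 0.280). Across the 311 pathways, 0 had an adjusted p under 0.05 in each comparison, and 18, 19 and 15 had an unadjusted p under 0.05 for VGLL2-NCOA2 against GFP, YAP5SA against GFP and between the proteins.

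Promoter peaks within 1 kb made up 50.57% of VGLL2-NCOA2 replicate 2 and 51.40% of YAP5SA replicate 1. These equal the values quoted from the study above to the decimals given there. In the same 2 libraries distal intergenic, downstream and 2 to 3 kb promoter peaks together made up 21.4% and 21.3%, and in VGLL2-NCOA2 replicate 1 and YAP5SA replicate 2 they made up 19.7% and 19.8%.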
